A study of Homo sapiens with 2 samples.

How the data were processed

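Small RNA was sequenced from parental HAP1 cells and from a SETDB1 knockout derivative, with 1 library per genotype. Per the labels' protocols, total RNA was separated on a denaturing polyacrylamide gel, a size window of short RNA was cut out and eluted, and libraries were built with a commercial small RNA kit. The labels mention no molecular identifiers, so a read is not known to be an independent molecule, and all intervals and floors given here cover counting error only. The labels give no replicate cultures.

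The authors deposited 1 table of read counts per library. Each table lists 2652 mature microRNA names with a whole-number count, and both tables hold the same names in the same order. The tables also hold special rows in the layout of htseq-count for reads with no feature, ambiguous reads, reads of low quality, unaligned reads and reads without a unique alignment. The aligner, the genome build, the microRNA annotation, the strand setting and the treatment of reads with several alignments are not given in the sources used here. The special row for reads without a unique alignment was 0 in both tables, so reads of multi-copy or near-identical microRNAs either were reported at 1 place each or were not marked, and the split between such names is uncertain.

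The special rows name no microRNA and were left out of library sizes and ratios. In the wild-type table, reads with no feature made up 73.5% of the 9286260 reads listed, unaligned reads 4.49% and ambiguous reads 1.01%. In the knockout table, the same rows made up 67.1%, 4.40% and 1.21% of 9472367 reads. The remaining 1955152 reads of the wild-type library and 2581875 reads of the knockout library carried a microRNA name. A single read was thus worth 0.511 CPM (count over the total of microRNA reads, times 1000000) in the wild-type library and 0.387 CPM in the knockout library, and a count of 0 was treated as up to 3 reads, which is 1.53 CPM and 1.16 CPM.

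Counts were divided by the total of all microRNA names of the library and expressed as CPM. A microRNA was compared if its mean CPM over both libraries was at least 10 and its counts summed to at least 20. The ratio of CPM in the knockout library to CPM in the wild-type library was taken without a pseudocount. Its 95% interval came from the exact binomial (Clopper-Pearson) interval of the knockout reads among the reads of both libraries. A name with 0 reads in 1 library was set to the floor of 3 reads there, which makes its ratio a bound. A microRNA was called higher at a ratio of at least 2 and lower at a ratio of at most 0.5, with an interval that excluded 1. With 1 library per genotype there is no estimate of the spread between cultures, so no count model was fitted and no p-value is given. The calls describe these libraries, not the genotypes.

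Lists of microRNAs by genomic cluster, family or origin were fixed by name before the data were examined, from general knowledge and without a check against a repeat annotation. They covered the let-7 family, the miR-17 cluster with its paralogous clusters, the imprinted 14q32 cluster, the primate-specific cluster of chromosome 19, the miR-371 to miR-373 cluster, the miR-302 cluster with miR-367, the Xq27.3 cluster, microRNAs described as LINE-derived, the miR-548 family, the miR-320 family and miR-451a. For lists with at least 3 compared members, the median log2 ratio was placed among the medians of 10000 random lists of the same size drawn from the compared microRNAs within 20 bins of mean expression. The microRNAs named in the text were fixed by rule before the data were examined: the 5 highest and the 5 lowest ratios among the calls, the 5 most abundant names of each library and the compared member of each list with the highest mean CPM of both libraries. For this ranking, names with 0 reads in 1 library stood at their bound. Any other name was chosen after its values were seen and is marked so.

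Alternatives were edgeR TMM factors, DESeq2 size factors, totals without the 10 most abundant names, thinning of the deeper library, other minimum abundances, a pseudocount of 10 CPM, ratio thresholds of 1.5 and 4, and summing of names that differ only in a copy number. Scaling by all reads in the table and centring on the median ratio were added after the data had been seen. edgeR and DESeq2 served only for scaling factors. The factors were 1.21 (wild type) and 0.826 (knockout) for TMM, relative to the totals, and 1 for both libraries with DESeq2.

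The calling rule was tested on simulated Poisson counts at the depth of these libraries for the comparison of knockout with wild type. All 50 microRNAs simulated as 3-fold higher and all 50 simulated as 8-fold higher were called, as were all 42 and all 40 compared ones simulated as 3-fold and 8-fold lower. None of 248 unchanged microRNAs was called. The simulation held counting error alone and no variation between cultures. It was built so that scaling by the totals was exact. It therefore held no shift in composition and cannot show wrong calls that come from scaling.

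Gene coordinates are from GENCODE release 29 on GRCh38, which lists 1881 microRNA genes. The tables hold no coordinates, so names were matched to genes by name alone. Of the 2652 names, 2572 matched at least 1 gene, and 447 of the 453 compared names did. Software was R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.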

Results

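HAP1 is a near-haploid human cell line derived from a chronic myelogenous leukemia, and SETDB1 is a methyltransferase of histone H3 that acts in transcriptional silencing. The series asked how the small RNA profile of a SETDB1 knockout derivative differs from that of parental HAP1 cells, within a study of LINE1 silencing. A total of 1 library was sequenced per genotype. The wild-type library held 1955152 reads assigned to a mature microRNA and the knockout library held 2581875. These were 21.1% of all listed reads in wild type (95% Clopper-Pearson interval 21.0 to 21.1%) and 27.26% in the knockout (27.23 to 27.29%). At least 1 read was present for 1201 of the 2652 listed names in wild type and for 1170 in the knockout. With 1 library per genotype analysed here, no difference reported here was set against a spread between cultures, and every interval covers counting error only. SETDB1 itself is a protein-coding gene and was not measured in these tables, so the knockout could not be checked.

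The composition of the libraries differed at the top. The 10 most abundant microRNAs took 55.2% of the wild-type reads (55.1 to 55.3%) and 69.2% of the knockout reads (69.1 to 69.2%). In wild type, the most abundant were miR-148a-3p with 371609 reads, miR-26a-5p with 115004, miR-183-5p with 101315, miR-21-5p with 99896 and miR-182-5p with 91926. In the knockout, miR-372-3p ranked first with 916299 reads, followed by miR-148a-3p with 226500, miR-363-3p with 173874, miR-26a-5p with 95168 and miR-21-5p with 83704. miR-372-3p made up 0.217% of the wild-type reads (0.210 to 0.223%) and 35.5% of the knockout reads (35.4 to 35.5%).

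Because CPM is relative to the total, a share of this size lowers the CPM of all other microRNAs of the library by construction. A total of 453 microRNAs passed the abundance minimum, and they held 99.8% of the reads of each library. Their median log2 ratio of knockout to wild type was -0.47, with quartiles of -0.89 and 0.07. Under TMM scaling the median was 0.08, a shift of 0.55 for every microRNA. Across the 453 microRNAs, Spearman's rho between the libraries was 0.80 and Pearson's r of log2 (CPM + 1) was 0.83. Without the members of the miR-371 to miR-373 cluster and of the primate-specific chromosome 19 cluster, rho was 0.93 over 411 microRNAs. MicroRNAs are not independent replicates, so no p-value is attached to these correlations.

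By the 2-fold rule, 50 microRNAs were higher and 91 were lower in the knockout library, and 312 lay within 2-fold. The share of higher among all calls was 35.5%, and it depended on the scaling. With TMM factors 70 were higher and 36 lower (66.0% higher), with DESeq2 size factors 61 and 52 (54.0%), with totals that left out the 10 most abundant names 75 and 34 (68.8%), and with all listed reads as the total 58 and 54 (51.8%). All 50 higher calls were also called under each of these 4 scalings. The lower calls under each were all among the 91.

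**Figure D1:**
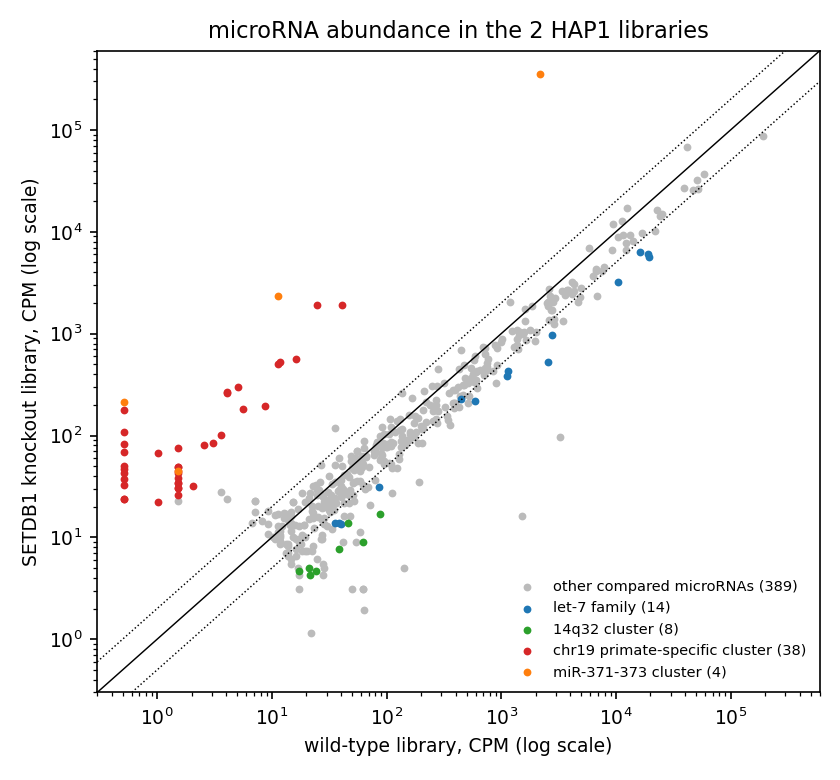
Abundance of the 453 compared microRNAs in the wild-type library (horizontal axis, CPM, log scale) and the SETDB1 knockout library (vertical axis, CPM, log scale), 1 point per microRNA, coloured by list, with numbers of points in the legend. The solid line marks equal CPM and the dotted lines mark 2-fold differences; names with 0 reads are drawn at the floor of 3 reads, and all 42 points of the chromosome 19 clusters lie above the upper dotted line.

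Of the 50 higher microRNAs, 42 belonged to 2 neighbouring clusters on chromosome 19. The primate-specific cluster extends from MIR512-1 to MIR519A2, at position 53666679 to 53762430 of chromosome 19 (GRCh38, GENCODE 29), and has 46 hairpin genes by the names of the list. The miR-371 to miR-373 cluster lies beside it, at position 53787675 to 53788773. All 38 compared members of the primate-specific cluster were called higher, and the 28 members below the abundance minimum also had a higher CPM in the knockout. Their reads summed to 310 in wild type, or 0.0159% of the library (0.0141 to 0.0177%), and to 21570 in the knockout, or 0.835% (0.824 to 0.847%), a ratio of 52.7 (47.1 to 59.1). Reads were found for 35 of the 66 names in wild type and for all 66 in the knockout. Many names of this cluster differ by few bases, so counts of single names are less certain than the sum. The member with the highest mean CPM of both libraries, miR-512-3p, whose 2 copies are MIR512-1 and MIR512-2, rose from 80 to 4903 reads, a ratio of 46.4 (37.2 to 58.6).

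The miR-371 to miR-373 cluster rose from 4258 to 923085 reads, from 0.218% to 35.8% of the library, a ratio of 164 (159 to 169). miR-372-3p had 2166 CPM in wild type and 354897 CPM in the knockout, a ratio of 164 (159 to 169). Its hairpin MIR372 (ENSG00000199095.1) spans 53787890 to 53787956 on the plus strand of chromosome 19. miR-372-5p, from the same hairpin, had 1 read in wild type and 551 in the knockout, and the single read leaves its ratio of 417 with an interval of 74.6 to 16510. miR-373-3p, from MIR373 at 53788705 to 53788773, had 22 and 6119 reads, a ratio of 211 (139 to 336). With names at 0 reads ranked at the floor of 3, the remaining 2 of the 5 highest ratios fell in the primate-specific cluster; 11 higher names had 0 wild-type reads, and their true ranks are unknown. miR-520a-3p (MIR520A, 53690881 to 53690965) had 1 and 456 reads, a ratio of 345 (61.7 to 13669), and miR-518c-3p (MIR518C, 53708735 to 53708835) had 1 and 280 reads, a ratio of 212 (37.7 to 8404). No host gene on the same strand is annotated at these 4 hairpins. Both arms of miR-371a and of miR-371b were listed at 0 in both libraries. Their hairpins overlap each other on opposite strands, and 119 of the 130 names on such hairpins alone were listed at 0 in both libraries, against 1093 of 2437 names with no such hairpin, so these zeros were not read as absence.

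**Figure D2:**
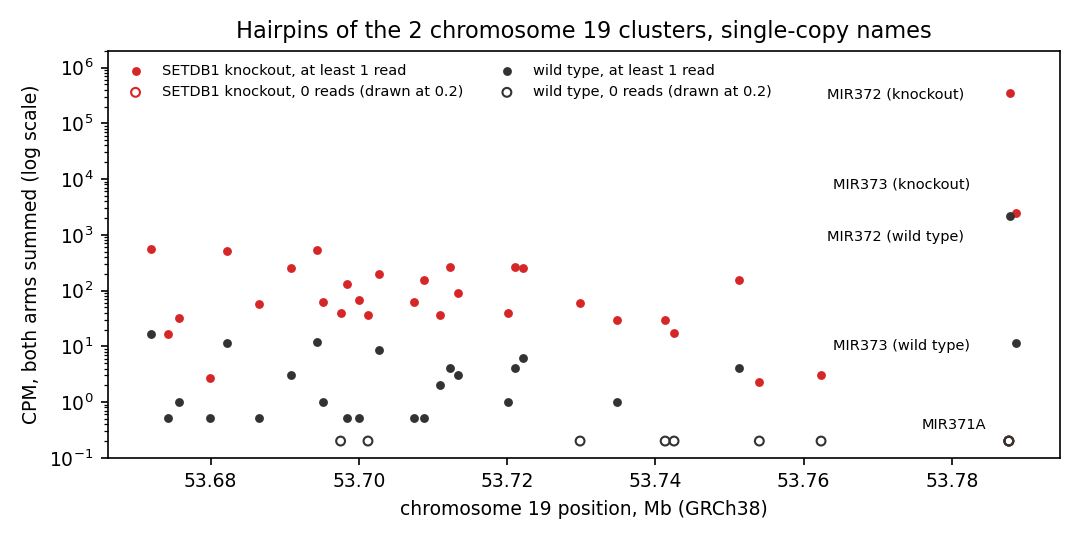
CPM per hairpin, both arms summed (vertical axis, log scale), against the start of the hairpin on chromosome 19 (horizontal axis, Mb, GRCh38) for names with a single annotated copy, in the knockout library (red) and the wild-type library (black). Open circles are hairpins with 0 reads, drawn at 0.2; MIR372 stands at the top of the knockout points and MIR371A at 0 in both libraries.

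The other 8 higher microRNAs had ratios between 2.10 and 14.9, the highest a bound, and 4 of them were members of the Xq27.3 cluster. These 4 were all the compared members of that list. The most abundant, miR-514a-3p, which has 3 annotated copies, had 69 reads in wild type and 308 in the knockout, a ratio of 3.38 (2.60 to 4.45). The largest of the 8 ratios belonged to miR-1270, a name chosen after its values were seen, with 0 reads in wild type and 59 in the knockout, which makes it at least 14.9-fold higher at a floor of 3 reads per library.

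The 91 lower microRNAs had a median log2 ratio of -1.46. With names at 0 reads ranked at the floor of 3, the 5 lowest ratios came from 4 hairpins. miR-205-5p, named after its values were seen, had 43 and 0 reads and was at least 18.9-fold lower at that floor, so its place relative to these 5 is unknown. miR-155-5p, whose hairpin (21, 25573980 to 25574044) lies in an exon of the long non-coding RNA MIR155HG, had 2976 reads in wild type and 42 in the knockout, a ratio of 0.0107 (0.00769 to 0.0145). miR-204-5p had 6415 and 247 reads, a ratio of 0.0292 (0.0256 to 0.0331), and miR-204-3p from the same hairpin had 276 and 13 reads, a ratio of 0.0357 (0.0188 to 0.0620). MIR204 lies on chromosome 9 at 70809975 to 70810084, within an intron of TRPM3. miR-582-3p, from an intron of PDE4D on chromosome 5 (59703606 to 59703703), had 125 and 5 reads, a ratio of 0.0303 (0.00967 to 0.0726). miR-483-3p, from an intron of IGF2 on chromosome 11 (2134134 to 2134209), had 123 and 8 reads, a ratio of 0.0493 (0.0208 to 0.100). These ratios stayed below 0.5 under each of the 4 other scalings, whereas the total of lower calls fell to between 34 and 54.

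Among the other microRNAs named for their abundance, miR-372-3p aside, log2 ratios changed with the scaling. Relative to total reads, the log2 ratio was -1.12 for miR-148a-3p, -0.67 for miR-26a-5p, -0.99 for miR-183-5p, -0.66 for miR-21-5p and -0.88 for miR-182-5p, all below the median of all compared microRNAs of -0.47. miR-363-3p, from the X chromosome (134169378 to 134169452), had a log2 ratio of 0.69, above that median. With TMM factors the same 6 log2 ratios were -0.56, -0.12, -0.44, -0.10, -0.33 and 1.24, so miR-148a-3p was no longer called lower and miR-363-3p passed 2-fold.

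The medians of the preset lists lay either outside the central 95% of expression-matched random lists or within it. Lying within it does not exclude a departure, and Xq27.3 in particular was left undecided. The place of a median among random lists is the same under any common scaling factor. Names of 1 hairpin or cluster can share a transcript and vary together. Random lists draw single names, so their limits may be too narrow for such lists. The median log2 ratio was 5.49 for the 38 members of the primate-specific cluster and 7.54 for the 4 members of the miR-371 to miR-373 cluster, both above all 10000 random medians. In these lists, 9 and 1 members respectively had 0 reads in wild type and entered at their bound. The let-7 family had a median of -1.49 over 14 members, below all random medians, whose central 95% ran from -0.91 to -0.25. All 14 members had lower CPM in the knockout and 13 were called lower. With TMM factors all 14 stayed lower and 5 were called. The member with the highest mean CPM of both libraries, let-7i-5p, went from 37407 to 15757 reads, a log2 ratio of -1.65. The 14q32 cluster had a median of -2.33 over 8 members, also below all random medians, and all 8 were called lower under total and TMM scaling. Its most abundant member, miR-370-3p (MIR370, chromosome 14, 100911139 to 100911213), had 170 and 44 reads, a ratio of 0.196 (0.137 to 0.274). The counts of this cluster were small, at 813 reads in wild type and 225 in the knockout over all names.

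The miR-302 cluster with miR-367 had a median log2 ratio of 0.16 over 7 members, at percentile 99.3 of the random lists. Its most abundant member, miR-302b-3p, had 22233 and 32864 reads, a ratio of 1.12 (1.10 to 1.14), and 1 of the 7 members, miR-367-3p (13 and 36 reads, named after its values were seen), passed the 2-fold rule. The Xq27.3 cluster had a median of 1.72 over 4 members, at percentile 88.1. The central 95% of its random medians was wide, from -1.38 to 3.03. Random lists were drawn from all compared names, so the higher names of both chromosome 19 clusters could enter them and raise the upper limit. The percentile therefore cannot decide whether the Xq27.3 list departed, although all 4 members were called higher. The same limit applies to the miR-17 and miR-548 lists, at percentiles 96.2 and 84.8, where a departure upward could be missed. The microRNAs described as LINE-derived had a median of -0.51 over 11 members, at percentile 47.0, and their most abundant member, miR-151a-3p, had a log2 ratio of -0.23, which became 0.32 with TMM factors and was above 0 under all 4 other scalings. The median of this list changed sign with the scaling and was 0.04 with TMM factors. The miR-17 cluster with its paralogous clusters had a median of -0.39 over 26 members, at percentile 96.2, which became 0.16 with TMM factors. Its most abundant member, miR-363-3p, had a log2 ratio of 0.69, whereas 18 of the 26 members had ratios below 1 and 8 above. On the X chromosome, miR-20b-5p was at 0.76 and miR-106a-5p at 0.61, but miR-18b-5p was at -0.80. These 3 names were chosen after their values were seen. The miR-548 family had a median of 0.06 over 10 members at percentile 84.8, and miR-548o-3p within it had a log2 ratio of 0.38. The miR-320 family had a median of -0.81 over 5 members at percentile 12.9, and miR-320a-3p within it had a log2 ratio of -0.81. miR-451a was listed at 0 in both libraries, but its hairpin overlaps that of miR-451b on the other strand, so it could not be compared.

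**Figure D3:**
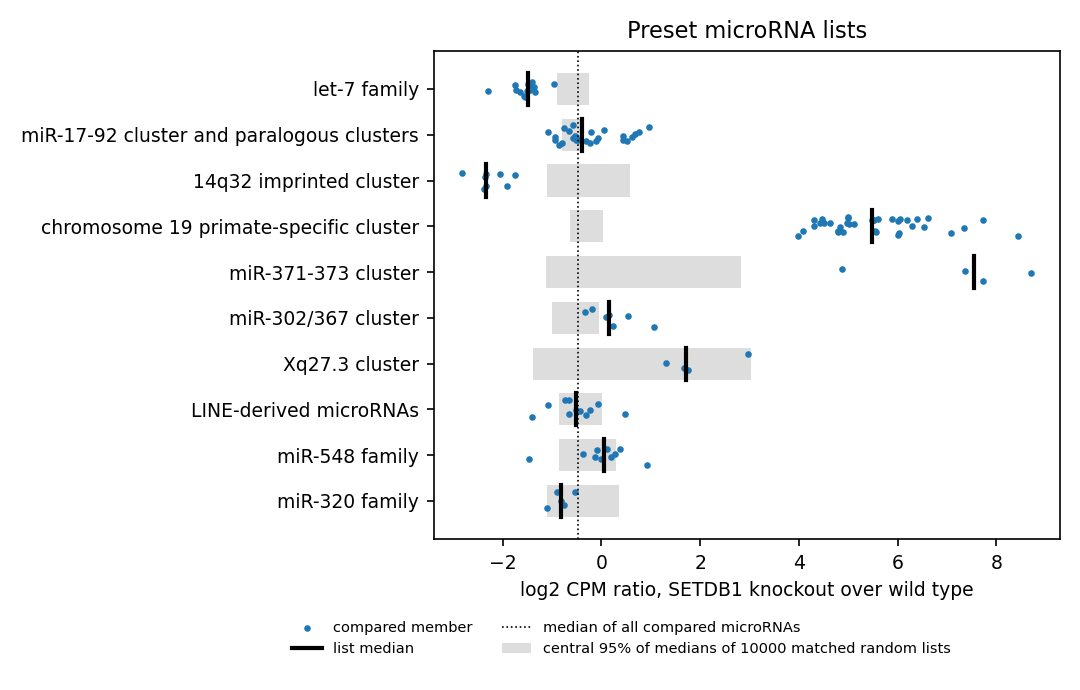
Log2 CPM ratio of the knockout to the wild-type library (horizontal axis) for each compared member (blue points) of 10 preset lists, with the list median (black bar), the central 95% of the medians of 10000 expression-matched random lists (grey) and the median of all compared microRNAs, -0.47 (dotted line). The medians of both chromosome 19 clusters, 5.49 and 7.54, lie far to the right of the grey range, and those of let-7 and 14q32, -1.49 and -2.33, lie to its left.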

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

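The test in this part was chosen after the result was seen. Ambiguous reads, which overlapped more than 1 annotated feature and entered no ratio, made up 1.01% of all listed reads in wild type (1.00 to 1.01%) and 1.21% in the knockout (1.21 to 1.22%). They are reads outside the main measurement whose share was above that of the control library beyond counting error. At the wild-type read total, the excess came to 19189 reads. The direction depends on the denominator: of the ambiguous and microRNA reads together, ambiguous reads were 4.56% in wild type (4.53 to 4.59%) and 4.26% in the knockout (4.24 to 4.28%). The second denominator holds 916299 reads of miR-372-3p in the knockout, against 4235 in wild type. Its hairpin overlaps no other on the opposite strand. The lower share in the knockout may reflect this 1 name, so this denominator cannot decide whether the larger share of microRNA reads gave the excess. A candidate explanation is that reads of miR-371a and miR-371b, whose hairpins overlap on opposite strands beside MIR372, were set aside there. The special row does not name the features concerned, however, and a change in the output of other overlapping hairpins would give the same sum, so the explanations cannot be told apart from these tables. As a limit, all 114858 ambiguous reads of the knockout library together came to 12.5% of the reads of miR-372-3p. With 1 library per genotype, loss of SETDB1 and a difference between cultures unrelated to it both stay open as sources of the excess, and neither was tested.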

How the results depend on the processing

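Scaling by all reads in the file and centring on the median ratio were chosen after the data were seen; the other alternatives were fixed before. No paired analysis was possible because each genotype has 1 library, and for the same reason leaving out a replicate was not possible.

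The number of lower microRNAs was 91. It was 36 with TMM factors, 52 with DESeq2 size factors, 34 with totals without the 10 most abundant names, 54 with all reads in the file and 45 with ratios centred on their median. These calls were all among the 91, which follows from a common upward shift of all ratios. The shift of the median log2 ratio behind this was 0.55, 0.40, 0.60, 0.37 and 0.47. It was 162 with no minimum abundance, 33 at a mean CPM of at least 100 (197 compared), 184 at a ratio threshold of 1.5 and 25 at a threshold of 4. The number of higher microRNAs, 50, was 78 with no minimum and 12 at a mean CPM of at least 100; under the other alternatives it lay between 45 and 75. Spearman's rho was 0.86 at a mean CPM of at least 100. The cause of that rise was not tested. The DESeq2 factors of 1 came from the 980 names with reads in both libraries, whose median raw count ratio was 1; 99 of them had equal counts, with a median of 2 reads, so these factors rest on low counts.

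The other scalings moved list medians by their common shift. In the order TMM, DESeq2, without the 10 most abundant names and all reads, the let-7 median was -0.94, -1.09, -0.89 and -1.12, and the miR-320 median was -0.26, -0.41, -0.21 and -0.44. The median of the miR-302 cluster was 0.72, 0.56, 0.76 and 0.54. That of the miR-17 and paralogous clusters was 0.16, 0.0070, 0.20 and -0.022, reversed in the first 3. The LINE-derived median was 0.040, -0.11, 0.086 and -0.14, reversed in the first and the third. The miR-548 median was 0.61 with TMM and 0.66 without the 10 most abundant names. A minimum of 20 counts alone gave -0.0026 for miR-548, reversed, and 0.20 for the miR-302 cluster. A pseudocount of 10 CPM, which shrinks ratios of low counts by construction, gave 2.67 for the primate-specific cluster, 5.61 for the miR-371 to miR-373 cluster and -1.23 for 14q32.

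Over all 8 settings run, main included, the list median stayed between 2.67 and 6.09 for the primate-specific cluster, between 5.61 and 8.14 for the miR-371 to miR-373 cluster, between -1.51 and -0.89 for let-7, between -2.33 and -1.23 for 14q32 and between 1.21 and 2.31 for Xq27.3. Of the 24 microRNAs named by rule, miR-151a-3p, which was not called, changed sign under the 4 other scalings (0.32, 0.17, 0.37 and 0.14, in the order above), and the other 23 kept theirs under these, thinning and the pseudocount. Of the 24, 17 moved beyond their counting interval with TMM factors and none when the deeper library was thinned. Depth limits the names near the floor: 11 of the 50 higher calls had 0 reads in wild type and 16 had 1 to 3, so their ratios are bounds or have wide intervals.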

Other observations

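The tests on both arms of a hairpin and on chromosome 19 outside its clusters were set before their results were seen. This part also draws on the preset lists with their matched random lists and on the other scalings. Of these, only scaling by all reads was added after the data had been seen. The remaining tests in this part were chosen afterwards.

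The rise of the chromosome 19 clusters stood out from the rest of the profile. Total-count scaling cannot account for it: over the 4 other scalings the lowest median log2 ratio of the primate-specific cluster was 5.86. Reads of miR-372-3p placed on related names of that cluster are argued against by the 19 compared names of the 5p arm, whose median log2 ratio was at least 5.01, a lower bound set by the floor, since 7 of the 19 had 0 wild-type reads. The median of the 16 names of the 3p arm, 2 of them at the floor, was 5.54. Cells of another type in the knockout culture cannot be excluded. The miR-302 cluster, also typical of embryonic cells, had a median log2 ratio of 0.16, and of 0.54 to 0.76 under the 4 other scalings. The median of 0.16 was above the upper limit of -0.05 of matched random lists. The cluster was thus higher relative to microRNAs of like abundance, though by far less than the chromosome 19 clusters. Its names can share a transcript, so that limit may be too narrow. It was already abundant in wild type, and no profile of a candidate cell type was at hand to say what it should have shown. Loss of SETDB1 is the biological explanation that the design names, and it may account for the rise. A difference between clones or cultures unrelated to SETDB1 is as open, since 1 library per genotype separates neither.

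Some reads of these clusters were present in wild type, and part of them may be carry-over from the knockout library by index misassignment. If all 4235 wild-type reads of miR-372-3p had come that way, carry-over would be 0.462% of the knockout reads. The other 3 names of the miR-371 to miR-373 cluster with enough reads had wild-type shares within counting error of that value, with 0 of 3 apart from it, so carry-over and low expression cannot be told apart there, and the ratio of 164 for miR-372-3p may then be an underestimate. For the primate-specific cluster, such carry-over would give 99.2 of the 308 wild-type reads of the 49 names with at least 20 reads, and 16 of these names had a wild-type share above that of miR-372-3p with intervals that did not overlap. Carry-over alone is thus argued against for this cluster.

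The zeros of miR-371a and miR-371b next to the 916299 reads of miR-372-3p look like an effect of counting without strand. GENCODE lists 53 pairs of microRNA hairpins that overlap on opposite strands. Of the 130 names whose hairpins all lie in such pairs, 3 had at least 10 reads over both libraries, against 28.8% of the 2437 names with no such hairpin. miR-103a-3p, miR-203a-3p and miR-214-3p, named here after their values were seen, were among those listed at 0 in both libraries. This is consistent with reads that overlap both hairpins having been set aside as ambiguous, and a reader of these tables should not take such zeros as absence. The overlap was taken from hairpins, not from mature sequences.

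With both chromosome 19 clusters left out of the totals, 59 of the 91 lower microRNAs no longer passed the 2-fold rule and 32 still did, while 81 were then higher. This moves all ratios by 1 factor, so the loss of those 59 follows from the arithmetic and does not show why they were lower. The median log2 ratio moved from -0.47 to 0.18, a factor below 2-fold, so ratios of at most 0.5 stayed below 1. On these point values, the reads taken up by the clusters are argued against as the whole cause for the 59. They may account for part of it. No interval is given for these names at that scale, so for those with few reads the question stays open. For those 32, the reads taken up by the clusters are excluded as the whole cause. The same holds for let-7 as a family: its median of -1.49 lay below the lower limit of -0.91 of matched random lists, and a common factor cannot change that order. What lowered let-7, 14q32, miR-155-5p and miR-204-5p was not tested further, and a difference between cultures stays open.

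Outside the 2 clusters, both arms were compared for 90 hairpins. The log2 ratios of the 5p and 3p names were correlated across hairpins, with a Spearman's rho of 0.67 and a Pearson's r of 0.83, against a highest rho of 0.40 among 10000 random pairings. Without the 2 hairpins farthest from the median 5p ratio, r was 0.66. Bias in ligation or capture of single mature sequences would not be shared between arms, so it is argued against as the whole source of the ratios. Hairpins are not independent replicates, and neighbouring hairpins can share a transcript. A few hairpins had unequal arms. miR-532-3p, chosen after its values were seen, went from 378 to 90 reads while miR-532-5p went from 12997 to 11205.

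The rise did not extend along chromosome 19. The 26 compared names on this chromosome outside both clusters had a median log2 ratio of -0.67, within the central 95% of random lists (upper limit -0.29), with 7 lower calls and 1 higher, miR-1270. Random lists in this paragraph were not matched on expression. Of the 23 chromosomes examined, 4 and X had medians above the central 95% of random lists and 5 and 14 below it; 4 holds the miR-302 cluster and 14 the 14q32 cluster, and 5 was not followed up. The X chromosome outside Xq27.3 had a median of -0.31 over 47 names, at percentile 99.3. A region that holds MIR363, MIR106A and MIR20B was set apart after its values were seen. Its 15 names had a median of 0.43, and the other 32 names had a median of -0.56. Because the region was chosen by its values, this does not bear on whether output was higher along the whole X chromosome, which stays open.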
